A study of Rattus norvegicus with 4 samples. Its data were reported in "Exploring hepatic hormone actions using a compilation of gene expression profiles" (2005).

How the data were processed

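Liver RNA from young male Sprague Dawley rats, an outbred laboratory strain, was compared on 4 two-colour cDNA microarrays. Per the labels, 4 animals received recombinant bovine growth hormone (bGH) at 5 µg per hour for 1 week from osmotic minipumps, which are implanted capsules that release a solution continuously, and 4 control animals received vehicle. According to the study's methods RNA of individual animals was labelled and each treated sample was hybridized against a control sample, so that each array is taken as 1 treated animal against 1 control animal and the 4 arrays as 4 replicates. The labels place bGH RNA in the Cy5 channel on arrays 1 and 2 and in the Cy3 channel on arrays 3 and 4.

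The authors printed the arrays in their own laboratory, quantified spots with GenePix Pro, subtracted the local background from each spot, and left out absent or very weak spots. They then corrected intensity-dependent bias within each array by lowess (locally weighted regression) in the SMA package for R. Tool versions are not given in the sources used here. The deposited values are log2 ratios of the channels of each array, with empty cells where a spot has no value. On array 1, 2163 of 2625 values are written with 3 significant digits in exponent notation and 462 as longer plain decimals, while the other 3 arrays hold plain decimals only; the reason is not given in the sources used here, and whether the 462 were processed differently is unknown. The base of the logarithm is taken from the methods, since the table does not state it. Spot intensities were not used here, so that neither the brightness behind a ratio nor background and saturation could be examined, and lowess could not be repeated. A ratio from a dim spot is noisier than one from a bright spot, and background subtraction and compression of bright spots can both alter the size of a ratio.

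The direction of the deposited log2 ratios is not stated in the table. Arrays of opposite dye orientation correlated positively (mean Pearson r = 0.49 over 4 pairs, against 0.43 over the 2 pairs of the same orientation, across probes), which raw Cy5 over Cy3 ratios of a treatment effect would not give. The ratios were therefore taken to run one way already and no sign was changed. The direction was then checked against the treated over untreated ratios that the study prints for sex-differentiated genes affected in these animals. All 11 listed ratios of at least 2.5 equalled, within 0.005, the ratio from the mean of a tested probe as bGH over vehicle. With all signs turned 2 of 11 did, and with the median over arrays 0 of 11 did in either direction. The study describes its printed ratios as medians, and this conflict was not resolved. Its ratios for genes that also rose with thyroid hormone were not compared. This check was made after the results were known. The deposited values were accordingly read as log2 of bGH over vehicle. No probe was named from such a match.

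The table lists 6240 probes by an identifier made of letters and a number. None of them (0) matched a gene identifier, symbol, synonym or RefSeq accession of the rat reference table (assembly GRCr8), and the table does not pair them with genes. Probes were therefore not named, no genomic position is given, and several probes may represent one gene. The gene lists chosen in advance (sex-predominant liver genes, lipid and cholesterol synthesis, P450 enzymes, markers of other liver cell types and others) could not be tested, nor could probes of one gene be averaged. All 4 value columns belong to a sample of this series.

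Probes with a value on at least 3 of the 4 arrays were tested, following the study's rule of leaving out genes that were missing from too many measurements. The mean log2 ratio was tested against 0 with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intercept only, two-sided), and p-values were adjusted by the Benjamini-Hochberg method. A probe was called changed at an adjusted p under 0.05, and a second count added the study's threshold of 1.5-fold (mean log2 ratio beyond 0.58 in either direction). Two-channel ratios compare animals of both groups within an array, so the test measures the spread between the 4 arrays. Each pair of animals is on a single array, so this spread joins differences between animals with those of hybridization and dye orientation. The rule for naming probes, also fixed beforehand, took the 2 changed probes with the largest mean ratio in each direction, of the same sign on every array.

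On simulated tables with the real pattern of empty cells, 2982 probes and 200 changed probes, limma recovered 58.3% of changes of 0.58 on the log2 scale, 92.5% of changes of 1 and 99.4% of changes of 2 (mean of 20 tables), and 3.82% of its calls were false. In tables without any change it made 0.1 calls on average. These tables assume noise that is independent between probes and does not grow with the change, and equal changes on all 4 arrays. The real arrays responded to different degrees, as given below, so these shares may overstate the recovery of real changes. The number of arrays limits the precision: for a probe with 4 values the median standard error was 0.11 on the log2 scale, and the median half-width of the 95% confidence interval was 0.26, or 1.2-fold.

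The alternatives chosen before the data were examined began with SAM (Significance Analysis of Microarrays), which the study used. It was reimplemented here in a one-class form with all 16 sign changes of the 4 arrays and a 5% false discovery rate. The others were a dye term, centring or scaling of the arrays, and stricter and looser rules on empty cells. A robust prior, the median in place of the mean, and leaving out each array completed them. Weights per array, centring of blocks of probes, leaving out either number format of array 1 and turning the signs of arrays 3 and 4 were added after the data were seen. Blocks are the 65 sets of 96 identifiers that share their letters; what the letters stand for is not given in the sources used here. The shares called in the 2 richest blocks and in the remaining blocks are given with exact Clopper-Pearson 95% intervals, and other shares without an interval. Correlations across blocks were tested by 10000 permutations of the blocks, made on each array separately. The restriction to tested probes, the minimum of 10 values per block and array, and the number of calls in the 2 richest blocks as a measure of concentration, were settled on after other versions had been computed, which are given with the observations.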

Results

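The hepatic response to continuous bGH infusion was measured on 4 arrays, each a comparison of a treated and a control male rat. Growth hormone is released in pulses in male rats and more evenly in females, and minipump infusion exposes a male liver to a steady level. The comparison therefore addresses which liver transcripts change when a male is given growth hormone continuously for 1 week. Of 6240 probes in the table, 2625 had a value on array 1, 2999 on array 2, 3488 on array 3 and 3655 on array 4. There were 2313 probes with a value on all 4 arrays, 669 on 3, 512 on 2 and 484 on 1, while 2262 had none. The 2982 probes with at least 3 values were tested. Most ratios lay close to 0: the median log2 ratio was between -0.0048 and 0.0026 on every array, and the median absolute deviation was between 0.25 and 0.29. The authors' lowess correction centres each array near 0, so these medians could not show a shift common to most transcripts.

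Of the 2982 tested probes, 76 differed between bGH and vehicle (2.55%; limma, adjusted p under 0.05). In this set 35 were up-regulated and 41 were down-regulated. The down-regulated probes reached larger changes. Among them the median log2 ratio was -1.51, a 2.84-fold decrease, and 15 of the 41 fell at least 4-fold, whereas the up-regulated probes had a median of 1.24, a 2.36-fold increase, and 3 of the 35 rose at least 4-fold. A change of at least 2-fold was seen for 31 down-regulated and 23 up-regulated probes. All 76 had the same sign on every array where they were measured, 70 of them on 4 arrays and 6 on 3. When the 1.5-fold threshold of the study was added, 74 probes remained, 35 up-regulated and 39 down-regulated.

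The strongest decrease was found for probe RGIAI10, whose log2 ratio was -3.48 ± 1.03 (SD, n = 4), an 11.2-fold lower level after bGH. Its 95% confidence interval ran from -4.33 to -2.64 and its adjusted p was 0.0053 (limma). Probe RGIAP58 was lowered to a similar extent, with -3.35 ± 0.96 (SD, n = 4; 10.2-fold lower, adjusted p = 0.0052, limma). The largest increases that passed the test were those of probe RNABD12, at 2.76 ± 0.98 (SD, n = 4; 6.76-fold higher, adjusted p = 0.01, limma), and probe RNABD06, at 2.70 ± 0.80 (SD, n = 4; 6.5-fold higher, adjusted p = 0.0053, limma). All 4 probes had their sign on 4 of 4 arrays. A tested probe with a larger mean increase, equal to the largest of the study's ratios compared above, did not pass the test. The spread between arrays was considerable. RGIAI10 ranged from -2.50 on array 2 to -4.93 on array 4, and RNABD12 from 1.53 on array 2 to 3.82 on array 3. Without array 1 the adjusted p (limma) of RGIAI10, RNABD06 and RNABD12 was 0.052, 0.053 and 0.07, and without array 4 that of RNABD12 was 0.065, with 3 arrays left in each fit. With the shorter-format values of array 1 left out, that of RNABD12 was 0.053. The genes behind these probes are not named here, because the identifiers are not paired with genes in the table.

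**Figure D1:**
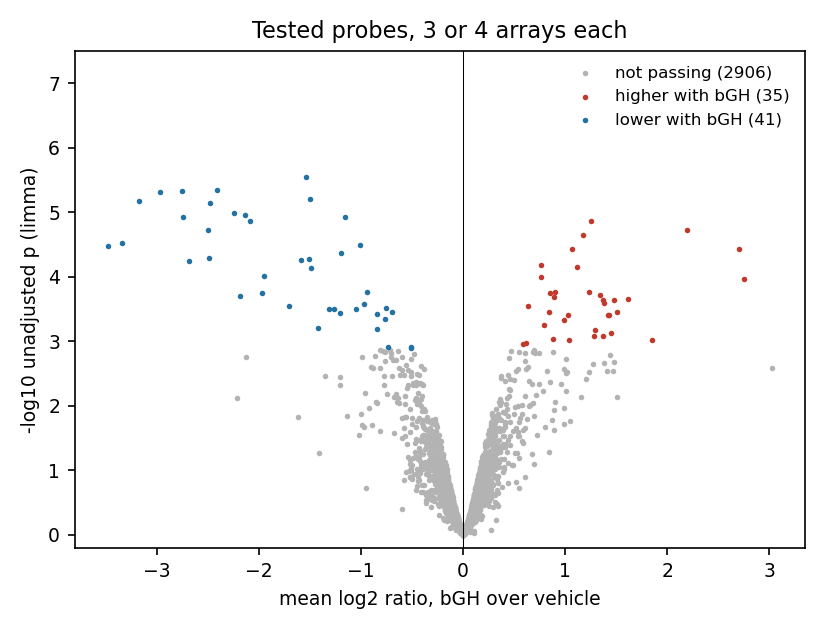
Mean log2 ratio of bGH over vehicle (x axis) against the negative log10 of the unadjusted limma p (y axis) for the 2982 tested probes, 1 point each; red points are the 35 up-regulated and blue points the 41 down-regulated probes at an adjusted p under 0.05. The blue points extend further from 0, to -3.48, than the red ones, which reach 2.76.

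Among the 2313 probes measured on all 4 arrays, 542 (23.4%) had the same sign on each, 280 positive and 262 negative, against 12.5% for signs independent between arrays. Without the called probes it was 472 of 2243 (21%). Probes that represent one gene are not independent in this count. At an unadjusted p under 0.05, 433 probes passed, the 76 called probes among them. A further 108 probes had a mean change beyond 1.5-fold without passing the test. The smallest change that passed was 0.51 on the log2 scale (1.43-fold). Absence from the 76 probes does not show that a transcript was unaffected, since the simulated recovery of changes near 1.5-fold was incomplete. Of the 108 probes, 87 had the same sign on every array where they were measured. Larger mean changes also failed at some probes, such as RGIAE80 (mean log2 ratio 1.01, adjusted p = 0.057, limma).

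The replicates agreed to different degrees. Across probes, Pearson r was 0.70 between arrays 3 and 4, 0.65 between arrays 1 and 4 and 0.54 between arrays 1 and 3 (Spearman rho 0.49, 0.36 and 0.28). Array 2 correlated less with the others, with r of 0.16 to array 1, 0.39 to array 3 and 0.37 to array 4 (Spearman rho 0.077, 0.18 and 0.11). Genes on an array are not independent replicates, and these coefficients carry no p. Slopes on the mean of arrays 3 and 4 were taken at the 97 probes that moved together there by more than 2-fold. The slope was 0.83 for array 1 and 0.46 for array 2. Choosing probes on arrays 3 and 4 tends to lower both slopes. The median log2 ratio of the up-regulated probes was 0.76 on array 2, against 1.02, 1.35 and 1.36 on arrays 1, 3 and 4, and that of the down-regulated probes was -1.16, against -1.76, -1.61 and -1.76. The number of called probes depended on single arrays: it was 148 without array 2, 23 without array 1, 30 without array 4 and 63 without array 3. The values of array 1 were written in 2 number formats, and the called share was 39 of 454 tested probes (8.59%) with its longer format and 34 of 2143 (1.59%) with its shorter one. The probes of the longer format also moved more on the other arrays, with a mean beyond 1.5-fold over arrays 2, 3 and 4 for 66 of 391 probes (16.9%) against 90 of 1922 (4.68%). With the longer values of array 1 left out, 54 probes were called, and with the shorter ones left out 57, with 23 and 21 up-regulated. Of the 76 probes, 71 were also called without array 2, 22 without array 1, 30 without array 4 and 56 without array 3.

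**Figure D2:**
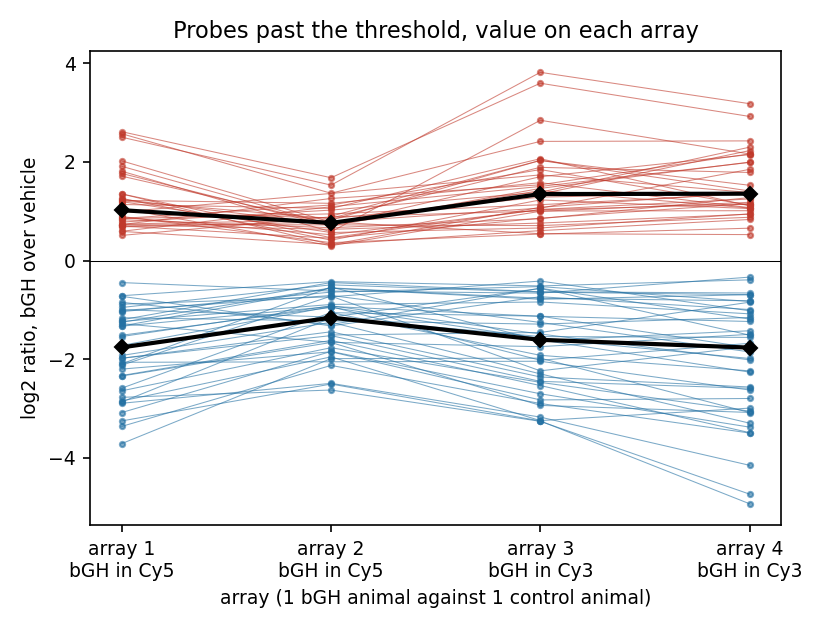
Log2 ratio of bGH over vehicle (y axis) on each of the 4 arrays (x axis) for the 76 called probes, 1 line per probe, red for up-regulated and blue for down-regulated; black diamonds are the medians of each set. Every line stays on one side of 0, and both medians lie nearest to 0 on array 2.

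The probes that changed were unevenly distributed over the blocks of identifiers. The blocks with exactly the letters RNAA and RNAB contained 36 of the 76 called probes (47.4%) although they held 140 of the 2982 tested probes. Blocks with further letters, such as RNABD, are separate. In these blocks 25.7% of tested probes were called (95% confidence interval 18.7% to 33.8%), against 40 of 2842, or 1.41% (1.01% to 1.91%), in the remaining blocks. The difference was significant in a two-sided Fisher's exact test (p = 2.0e-29), which treats probes as independent and was applied to blocks chosen after their calls were seen. When calls were redistributed at random over probes 10000 times, the 2 richest blocks never held more than 15. By the highest share called in any block, the measure tried first, the observed value was 25.9% and permuted values had a median of 10.9% and reached 44.4% (permutation p = 0.005, one-sided). In RNAA 13 probes were up-regulated and 8 down-regulated, and in RNAB 0 were up-regulated and 15 down-regulated; the difference in direction was not tested. Outside these blocks 22 probes rose and 18 fell.

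No probe passed the test for a dye effect. With a dye term in the limma model, 0 probes passed an adjusted p under 0.05, the smallest adjusted p being 0.59. In the limma model 213 probes had an unadjusted p under 0.05 where 149.1 would be expected by chance. The SAM procedure, run with the signs of arrays 3 and 4 turned, called 0 as well. It had no bGH term, so that bGH effects add to its error and its 0 adds little. How large a dye effect these tests would find was not simulated, so 0 calls do not show its absence. At the level of blocks, small shifts were shared by arrays 1 and 2 and by arrays 3 and 4. Dye orientation separates the arrays in the same way as any batch common to each pair would. The share of probes with a value split so for identifiers beginning with RNA (41.7%, 42.7%, 59.8% and 60.6% on arrays 1 to 4) but not for those beginning with RGI (45.1%, 57.8%, 53.7% and 59.2%) or MKA (7.81%, 13.5%, 15.1% and 14.6%). Over the 62 blocks with at least 10 values on each array, block medians of the log2 ratio correlated with r of 0.63 between arrays 3 and 4 and 0.35 between arrays 1 and 2, which share an orientation. Between opposite orientations r was -0.47 (arrays 2 and 4), -0.20 (arrays 2 and 3), 0.16 (arrays 1 and 3) and 0.19 (arrays 1 and 4). The mean r was 0.49 for the same and -0.079 for opposite orientation. The difference was 0.57, against -0.40 and -0.17 for the other ways of pairing the arrays, and with 3 pairings no test of orientation can give a p under 0.333. These are tested probes only, and both that restriction and the minimum of 10 values were set after a first computation over all 65 blocks and all probes, in which the mean r was 0.49 and -0.18. Without array 2 the mean r between opposite orientations was 0.17, and 0.055 in the first computation. The shifts were small: the part of the block medians that differed between the pairs of arrays had an SD of 0.063 on the log2 scale. It did not exceed 0.18. The mean of the block medians over the 4 arrays had an SD of 0.055. Both SDs include the noise of single arrays. With every block centred on each array, 81 probes were called, 73 of them among the 76.

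**Figure D3:**
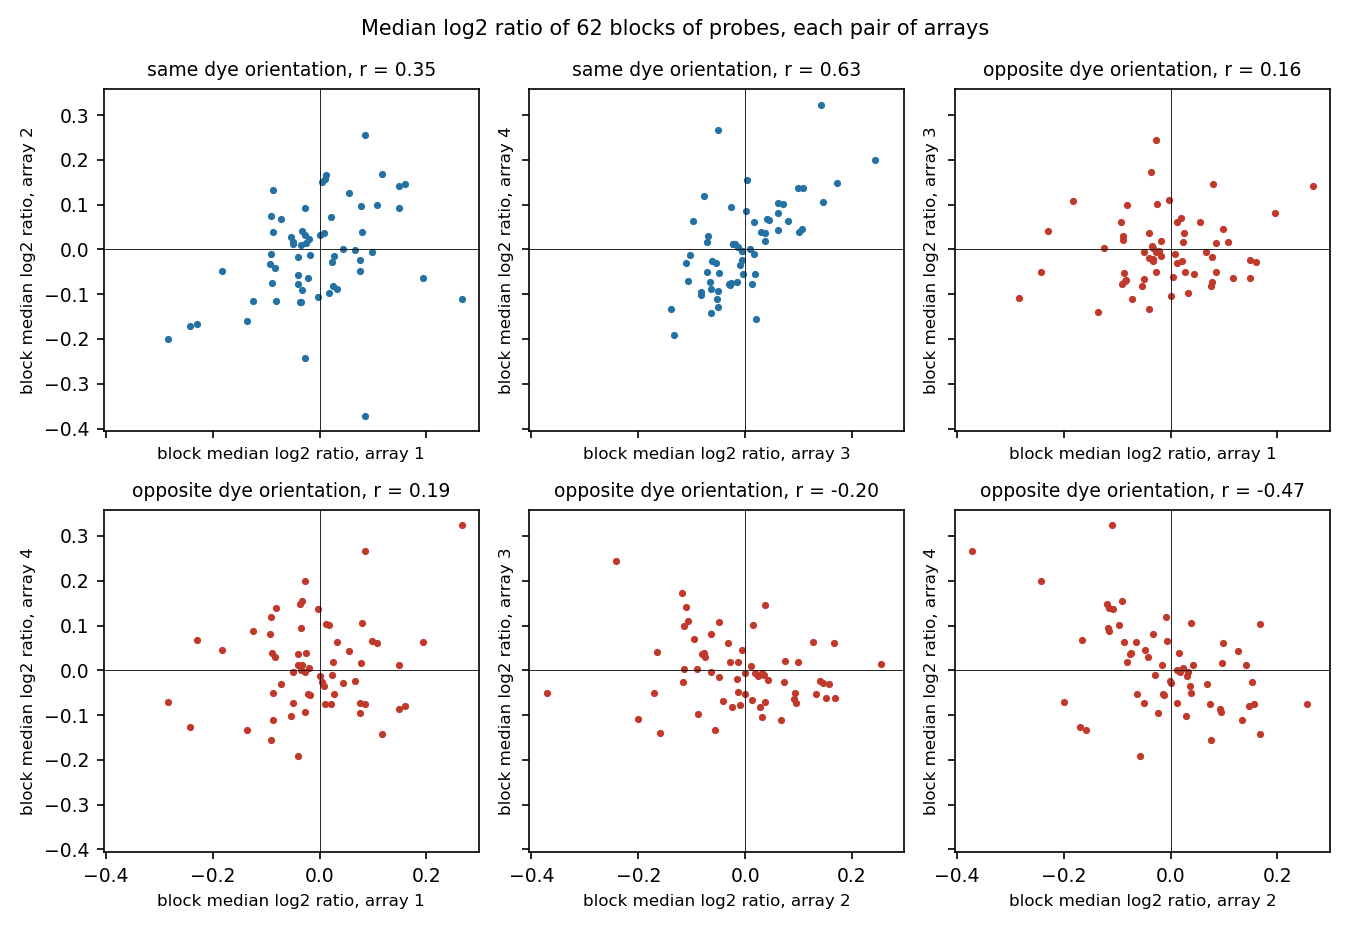
Median log2 ratio of each of 62 blocks of probes on one array (x axis) against another (y axis) for all 6 pairs of arrays, 1 point per block; blue panels pair arrays of the same dye orientation and red panels arrays of opposite orientation. Both blue panels slope upwards (r = 0.35 and 0.63), while the red panels range from r = -0.47 to 0.19.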

Values the study reported

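For males aged 3 months, the study gave the overlap of its sex differences with the response to continuous growth hormone. It counted an increase for 48% of female-enriched transcripts and a decrease for around 34% of male-enriched ones. These shares rest on a comparison of female and male livers that is not analysed here.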

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

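Weights per array, block centring, turned signs and leaving out a number format of array 1 were chosen after the data were seen. The count of 76 changed probes (35 higher, 41 lower; 74, 35 and 39 at 1.5-fold) stayed within 1.5 times under median centring (76), scaling (84), a dye term (74), a value on all 4 arrays (91), a value on at least 2 (81), a robust prior (95) and block centring (81); the dye term shared 55 probes with the 76. One-class SAM called 129 probes, all of the 76 among them, with 85 lower and 44 higher, so that 34.1% of its calls were higher against 46.1%; the cause was not tested. At 1.5-fold SAM gave 95. Weights per array gave 164 probes (80 higher, 84 lower; at 1.5-fold 136, 67 and 69). With the longer or the shorter number format of array 1 left out, 54 and 57 probes were called (53 and 53 of the 76), 23 and 21 of them higher, all beyond 1.5-fold. Leaving out one array gave 23 to 148 probes (7 to 82 higher, 16 to 66 lower; at 1.5-fold 23 to 139, 7 to 76 and 16 to 63); fewer arrays and fewer probes entered these fits. With the signs of arrays 3 and 4 turned, as if the ratios had been left as Cy5 over Cy3, limma called 0 probes in each count, with 96 at an unadjusted p under 0.05, and the means became 0.61 for RGIAI10, 0.65 for RGIAP58, -0.56 for RNABD06 and -0.74 for RNABD12, by construction of the setting. Under the other settings the 4 named probes kept their direction, and 55 of 60 tested values kept the call; the exceptions were RNABD12 without the shorter format (limma, adjusted p = 0.053), RGIAI10, RNABD06 and RNABD12 without array 1 (limma, adjusted p = 0.052, 0.053 and 0.07) and RNABD12 without array 4 (adjusted p = 0.065), and over all these settings their adjusted p ran from 0.001 to 0.07. The mean correlation between arrays was 0.47, and 0.49 over probes with 4 values. The dye effect stayed at 0 probes. Averaging probes of a gene and the tests of gene lists were not run, since probes are not named. Each array is already a pair of animals, so the main test is itself paired, and no further pairing was possible in this single group. Spot signal over background was not used here and may limit dim probes most.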

Other observations

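All tests in this part were chosen after the patterns had been seen, and where a test had other versions whose outcome was known, these are given with it. A set of 512 probes was measured on only 2 arrays and entered only the alternative fit that required a value on at least 2. Among them 6 were more than 2-fold higher on both arrays and 3 more than 2-fold lower on both. With the deposited signs 76 probes passed, and the highest count under any other sign pattern of the 4 arrays was 0; only 1 of the 8 patterns gave as many as the real one, but 8 patterns are too few for a share under 0.05.

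Nearly as many changes came from the 140 tested probes of RNAA and RNAB as from the other 2842. Their median absolute log2 ratio was 0.27 against 0.11 elsewhere with called probes included, and 0.15 against 0.11 without them. After each block was centred on each array it was 0.24 against 0.10 over all tested probes. Block medians on arrays 1 to 4 were -0.28, -0.20, -0.11 and -0.07 for RNAB. For RNAA they were 0.27, -0.11, 0.14 and 0.32. A shift of whole blocks is argued against as the whole cause of the calls. After the centring, 36 of the probes of these blocks were called, 35 of them among the 36 called before. Called probes of one direction had consecutive numbers in 12 pairs, against a mean of 4.34 when calls were permuted within the blocks (permutation p = 4e-04, one-sided). Whether consecutive numbers are neighbouring positions is not given in the sources used here. If they are, neighbouring positions carried the same signal, which could come from clones of one gene placed side by side or from carry-over between wells. These cannot be separated without clone names, and a selection of responsive clones for these blocks, which the methods leave possible by mentioning clones from differential cloning, was not tested.

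Array 2 gave smaller ratios than arrays 3 and 4 at the 97 probes chosen on those arrays. That choice by itself tends to lower the slope of any other array, so the difference between arrays 1 and 2 is the informative part. The Cy5 label of bGH is argued against as the whole cause only by what was already seen, that array 1 with the same label had a slope higher by 0.37 (bootstrap 95% interval 0.30 to 0.44, over probes of 1 array each), and a part played by the dye stays open. A single compression factor for the array, as background or weak labelling might give, was first tested by the slope of array 2 itself, which was higher for lowered than for raised probes by 0.19 (0.092 to 0.28) and argued against it. Array 1 showed a like difference of 0.17 (0.062 to 0.28), so the asymmetry is not particular to array 2, and the test was replaced by the ratio of both arrays' slopes, 0.48 for raised and 0.60 for lowered probes, whose difference of 0.12 (-0.017 to 0.25) leaves the explanation open. No biological explanation was tested, as each array holds a single pair of animals, and a smaller response of that pair stays open too.

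The block medians differed by 0.57 in mean r between pairs of the same and of opposite dye orientation. A dye effect shared within blocks cannot be told apart from a batch shared by arrays 1 and 2 and by arrays 3 and 4. Each dye orientation was used on only 1 pair of arrays. A dye effect alone on ratios turned to one direction would give a negative r in every opposite pair. Those with array 1 were 0.16 and 0.19, and 0.015 and 0.096 in the version computed first. A bGH effect shared by whole blocks needs a positive r between opposite orientations; over all probes and blocks, the version computed first, the mean was -0.18 (permutation p = 0.0033, one-sided), and it was -0.13 (permutation p = 0.0223) with a minimum of 10 values per block, -0.14 (permutation p = 0.0116) with tested probes only, and -0.079 (permutation p = 0.104) with both. Permuting the blocks on each array separately also removes the correlation within each orientation, so these p-values may be too small. All 4 means rest on array 2, without which they were 0.055, 0.099, 0.093 and 0.17, so that they exclude no bGH effect. The SD of the mean over the 4 arrays, 0.055, was close to the 0.063 of the part that differed between the pairs. Both include the noise of single arrays, so they do not show how large a common part is. The source of the shifts stays open.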
